# *OsNAR2.1* induced endogenous nitrogen concentration variation affects transcriptional expression of miRNAs in rice

**DOI:** 10.3389/fpls.2023.1093676

**Published:** 2023-02-24

**Authors:** Yong Zhang, Xiaoru Fan, Yulong Wang, Pulin Kong, Ling Zhao, Xiaorong Fan, Yadong Zhang

**Keywords:** nitrogen concentration, OsNAR2.1, miRNA, rice, previously unidentified miRNA

## Abstract

The studies of rice nitrogen concentration on the expression of miRNA so far are mostly limited to the exogenous nitrogen, leaving the effect of endogenous nitrogen largely unexplored. OsNAR2.1 is a high-affinity nitrate transporter partner protein which plays a central role in nitrate absorption and translocation in rice. The expression of *OsNAR2.1* could influence the concentration of the endogenous nitrogen in rice. We showed that the expression and production of miRNA in rice can be influenced by manipulating the endogenous nitrogen concentration *via OsNAR2.1* transgenic lines. The small RNA content, particularly 24 nucleotides small RNA, expressed differently in two transgenic rice lines (nitrogen efficient line with overexpression of *OsNAR2.1* (Ov199), nitrogen-inefficient line with knockdown *OsNAR2.1* by RNAi (RNAi)) compared to the wild-type (NP). Comparative hierarchical clustering expression pattern analysis revealed that the expression profiles of mature miRNA in both transgenic lines were different from NP. Several previously unidentified miRNAs were identified to be differentially expressed under different nitrogen concentrations, namely miR1874, miR5150, chr3-36147, chr4-27017 and chr5-21745. In conclusion, our findings suggest that the level of endogenous nitrogen concentration variation by overexpression or knockdown *OsNAR2.1* could mediate the expression pattern and intensity of miRNA in rice, which is of high potential to be used in molecular breeding to improve the rice responses towards nitrogen utilization.

## Introduction

MicroRNAs (miRNA) are endogenous non-coding RNA molecules with about 21 nt in length, which typically suppress target gene expression at post-transcriptional and translational levels (Bartel, 2004; Brodersen et al., 2008; Yang et al., 2013). Recent studies suggest that miRNAs also take part in epigenetic control as regulators to modulate genome-wide epigenetic status. Mature miRNAs are derived from single-stranded hairpin precursors (pri-miRNA) through two cleavage steps by Dicer-LIKE 1 enzyme. The resulting miRNAs associate with argonaute proteins to form RNA-induced silencing complex (RISC) to target complementary mRNA, which will induce immediate mRNA degradation or suppress subsequent translational steps (Liu Q et al., 2014; Rogers and Chen, 2013). In plants, most miRNAs target binding sites located in open reading frames (ORFs) in an extensive sequence complementary manner, with a few exceptions to bind the non-coding untranslated regions (5’- and 3’-UTRs) of mRNAs (Allen et al., 2005; German et al., 2008).

Our understanding of the roles of miRNAs in plants has advanced tremendously over the past decade. In plants, miRNAs play crucial roles in almost all aspects of developmental and metabolic processes, including organ maturation (Juarez et al., 2004; Guo et al., 2005), hormone signaling (Liu et al., 2009) and plant development (Achard et al., 2004). In addition, miRNAs have been described to be involved in the biotic (microbial and viral pathogenesis) and abiotic stress responses in plants (drought, salinity, heavy metal, chilling and nitrogen stresses) (Sullivan and Ganem, 2005; Navarro et al., 2006; Zhao et al., 2007; Zhao et al., 2009; Zhou et al., 2008; Huang et al., 2009; Fischer et al., 2013).

Recently, many miRNAs have been reported for their specific role in plants. To date, a total of 738 known rice miRNAs have been deposited in the miRBase21 database (Kozomara et al., 2019). Some of the deposited miRNAs from the seven miRNA families, including the miR156, miR157 and miR399, are found to be involved in regulating the nitrogen (N) use efficiency (NUE) in multiple parts of plants (Cai et al., 2012). In maize, more than forty miRNA families, such as miR164, miR167, miR399, etc., are reported to be link to the regulation of NUE (Xu et al., 2011; Trevisan et al., 2012). Also, many miRNAs have been revealed to be participated in the NUE in Arabidopsis (Zhao et al., 2011; Liang et al., 2012) and soybean (Valdés-López et al., 2010). Vidal et al. (2010) showed that nitrate and sucrose applications in *Arabidopsis* roots are modulated by specific transcripts of miRNAs based on the microarray analysis (Vidal et al., 2010). Findings from the same study has demonstrated that miR393/*AFB3* module acts as unique nitrate-responsive regulatory network to regulates root system architecture in response to the availability of internal and external nitrogen sources in Arabidopsis.

Previous studies have shown that overexpression of *OsNAR2.1*, a high-affinity nitrate transporter, can increase the nitrogen concentration, NUE and yield in rice (Chen et al., 2017). Silencing of *OsNAR2.1* reduced the rice NUE and nitrogen concentration (Yan et al., 2011). Besides, other N responsive miRNAs were also identified based on the changes of plant NUE to various exogenous nitrogen supplies (Xu et al., 2011; Trevisan et al., 2012). In this study, we investigated the expression pattern of several N-responsive miRNAs in rice by changing the endogenous nitrogen content of plants *via* overexpression and silencing of *OsNAR2.1*. The expression levels of the targeted miRNAs were altered in transgenic plants. Interestingly, several previously unidentified N-responsive miRNAs have also been identified that responded to the changes of rice NUE following the alterations of rice endogenous nitrogen content.

## Materials and methods

### Construction of vectors and rice transformation

The *OsNAR2.1* overexpression transgenic line (Ov199) used in this study, which was named as pUbi-*OsNAR2.1*, have been described in detailed in previous studies (Chi et al., 2011; Chen et al., 2017). Briefly, we amplified the *OsNAR2.1* ORF sequence from cDNA isolated from the *Oryza sativa* L. ssp. *Japonica* and ligated it into the expression vector containing the Ubi promoter. The expression construct was later transferred into Agrobacterium tumefaciens strain EHA105 by electro-poration, followed by transformation into the rice as described by Upadhyaya et al. (Fan et al., 2020). A previously described procedure was adopted to generate the *OsNAR2.1* RNAi line (RNAi) (Yan et al., 2011).

### Plant materials and growth conditions

In field experiments, the seedlings of *OsNAR2.1* overexpression line (Ov199), *OsNAR2.1* RNAi line (RNAi) and wild type (NP) were grown in plots at the Nanjing Agricultural University in Nanjing, Jiangsu. Soil chemical properties and fertilizer application details are given in (Upadhyaya et al., 2000).

In hydroponic experiments, the seeds were surface-sterilized and germinated in the International Rice Re-search Institute (IRRI) solution. The detailed nutrient composition and pH of IRRI have been reported previously (Chen et al., 2016). The lines of Ov199, RNAi and NP were grown in a greenhouse with IRRI solution for one week under 14 h light (30^°^C)/10 h dark (22^°^C) photoperiod and 60% relative humidity conditions. For different nitrogen conditions treatment experiments, the seedlings of NP were grown under nitrogen deficient conditions for three days, followed by treating with 0.125 mM NH_4_NO_3_ (LN), 1.25 mM NH_4_NO_3_ (NN) and 2.5 mM NH_4_NO_3_ (HN) for one week. The RNA samples of NP were extracted after the treatment.

### miRNA sequence

The pooled RNA samples extracted from the leaves, flowers and stems of rice obtained during the blooming stage were sent for sequencing services by the Kangchen Bio-tech Inc., China. The quality and quantity of RNA samples were analyzed by NanoDrop ND-1000 model. The quantified RNA was used to synthesize cDNA, followed by the ligation of 5’- and 3’-adapters to create the sequencing library. The cDNA samples were diluted to a final concentration of 8 pM prior to generate clusters on Illumina cBlot using TruSeq SR Cluster kit (#GD-402-4001, Illu-mina). Sequencing was performed on Illimina HiSeq 2000 using TruSeq Rapid SBS Kit (#FC-402-4001, Illumina), followed by data acquisition and processing sequence. The sequence data have been deposited in the NCBI GEO under accession number GSE224933.

### Novel miRNA prediction

All unmatched sequences from the full small RNA sequencing data to the known miRNA annotations were analyzed with miRDeep2 package (http://www.mdcberlin.de/en/research/research_teams/systems_biology_of_gene_regulatory_elements/projects/miRDeep/) to construct potential models of miRNA precursors by exploring the Dicer cleavage sites in order to predict the novel miRNAs (Zhang et al., 2020).

### miRNA quantitative real-time (qRT) PCR

The previously described protocols for total RNA isolation and concentration measurement were used with modifications (Friedländer et al., 2008; Yan et al., 2011). The synthesis of miRNA first-strand cDNA was performed with miRNA First-Strand cDNA Synthesis SuperMix (Vazyme, Co. R323-01, Nanjing, China), prior to the amplification of qRT-PCR products with the AceQ qPCR SYBR Green Master Mix kit (Vazyme Biotech Co. Q311-02, Nanjing China.) using a Step One Plus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The details of primers for the PCR are shown in **Supplementary Table 5**.

### Statistical analysis of the data

The collected data were tabulated and analyzed for significant differences using the IBM SPSS Statistics 20 program and One-Way ANOVA, followed by Tukey’s test (*P* < 0.05).

## Results

### The roles of *OsNAR2.1* in the rice growth

In rice, OsNAR2.1 is a high affinity nitrate transporter partner protein that plays a critical role in the absorption of nitrate (Yan et al., 2011; Liu X et al., 2014). Previously, the transgenic rice plants p35S:*OsNAR2.1* and p*OsNAR2.1*:*OsNAR2.1* were found to promote plant growth and increase the N concentration, N content and yield of rice (Chen et al., 2017; Chen et al., 2020). Also, overexpression of *OsNAR2.1* was found to enhance drought tolerance and grain yield under drought stress conditions in rice (Chen et al., 2019). In order to explore the regulatory mechanism of *OsNAR2.1* in rice growth, the agronomic traits of the pUbi : *OsNAR2.1* overexpression line (Ov199), *OsNAR2.1* RNAi suppression line (RNAi) and the non-transgenic line (NP) were investigated (**Figure 1**). The plant height was substantial increased in Ov199 lines, but was reduced in RNAi lines as compared to NP (**Figures 1A, B**). In addition, the study reported that the seeds weight per panicle, the number of seeds per panicle, the seed setting rate and the yield per plant in Ov199 were significantly increased by 57.3%, 63.8%, 20.2% and 35.0%, respectively than the NP line. Similar agronomic traits were significantly reduced by 24.8%, 27.0%, 32.1% and 51.1%, respectively in RNAi line as compared to the NP (Liu X et al., 2014). And the dry weight of Ov199 was increased compared with NP, and reduced in RNAi lines (**Figure 1C**). Total N content of Ov199 was substantial increased in Ov199 lines compared with NP, but opposite in RNAi lines (**Figure 1D**). Hence, our findings strongly suggest that *OsNAR2.1* plays a vital role in the rice growth and the output in rice production.

**Figure 1:**
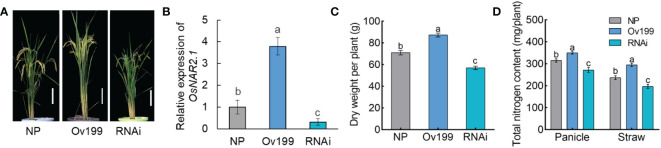
Characteristics of phenotype for miRNA sequencing plants. **(A)** Gross morphology of wild-type of NP, Ov199 and RNAi. Bar, 20 cm. **(B)** Real-time quantitative RT-PCR analysis of *OsNAR2.1* expression in NP, Ov199 and RNAi lines. Dry weight **(C)** and total nitrogen content **(D)** of NP, Ov199 and RNAi. Error bars: SD (n = 3). NP, the wild-type of *Oryza.Sativa* L.spp.*Japonica*. Ov199, *OsNAR2.1* overexpression transgenic line. RNAi, *OsNAR2.1* RNAi line. Significant differences between different lines are indicated by different letters (*P* < 0.05, one-way ANOVA).

### The effects of *OsNAR2.1* level on the expression of miRNAs in rice

In order to explore whether the overexpression or silencing of *OsNAR2.1* affect the expression of small RNAs, we performed small RNA sequencing by using Ov199, RNAi and NP lines. 

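Small RNA sequencing reads the short RNAs of a sample directly, so that each distinct sequence is obtained with the number of times it was read. Each line was represented by 1 library, made from RNA pooled from leaves, flowers and stems at the blooming stage, so there were no replicates. The authors removed low-quality reads and adapters, collapsed identical reads into distinct sequences, aligned them to rice miRNA precursors and to their own predicted precursors, and deposited the read count of each distinct sequence that aligned, without normalization. The alignments held at most 1 mismatch or 1 inserted or deleted base. With each sequence counted at a single place, the files held 49341 reads for NP, 94154 for Ov199 and 62724 for RNAi, in 5742, 7692 and 6238 distinct sequences. Reads that aligned at several precursors made up 35.3% of the reads in NP, 37.1% in Ov199 and 36.9% in RNAi, and these were counted at each precursor. The files name precursors and not mature miRNAs, so reads per precursor were the unit of comparison, and a mature miRNA was counted as the reads with exactly its sequence. Normalized counts were reads per 1000000 aligned reads of the library. A single read was worth 20.3 normalized counts in NP, 10.6 in Ov199 and 15.9 in RNAi, and a count of 0 allowed up to 3 reads, or 60.8, 31.9 and 47.8 normalized counts. The reads carry no molecular identifiers, so all intervals and limits cover counting error only. Levels of OsNAR2.1 mRNA are not measured by these libraries and could not be used to check the line labels.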

After excluding the low-quality reads and adaptors, the align clean reads of the small RNAs for the Ov199 and RNAi lines were found to be higher in quantity than those of NP (**Supplementary Table 1**). 

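The aligned reads were 94154 in Ov199 and 62724 in RNAi against 49341 in NP, or 1.91 and 1.27 times the NP total. These totals equal those of Supplementary Table 1. Relative to the adapter-trimmed reads that the paper's table gives, 2.99% of the reads aligned to precursors in Ov199 (95% Wilson interval, 2.97 to 3.01%), 2.48% in RNAi (2.46 to 2.497%) and 2.53% in NP (2.50 to 2.55%). Reads without a recorded mismatch numbered 38905 in NP, 75200 in Ov199 and 50863 in RNAi.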

Further analysis of the retained small RNA from all lines have found that the prominent sizes of the small RNAs left were 21-25 in length (**Figure 2A**). The 24 nt small RNAs accounted for 25.21%, 24.05%, 26.42% of total small RNAs in NP, Ov199 and RNAi line, respectively. The proportion of 24 nt small RNA in Ov199 was lower than that of NP and RNAi (**Figure 2A**). Meanwhile the 21 nt small RNAs accounted for 7.31%, 8.02%, and 7.41% of total small RNAs in NP, Ov199 and RNAi, respectively. The proportion of 21 nt small RNAs in Ov199 was higher than that of NP and RNAi (**Figure 2A**).

**Figure 2:**
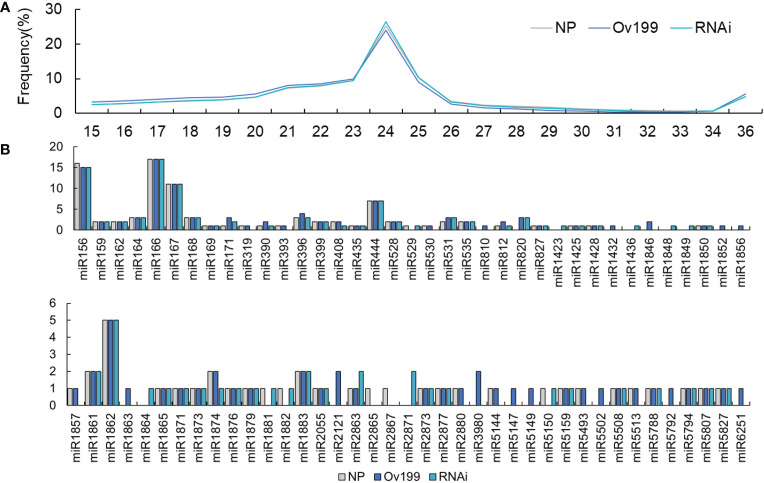
Number of identified members of each conserved miRNA families in NP, Ov199 and RNAi. **(A)** Size distribution of the small RNA in NP, Ov199 and RNAi lines. **(B)** Number of identified members of each conserved miRNA families in NP, Ov199 and RNAi.

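At least 1 read was found at 418 known precursors in NP, 440 in Ov199 and 438 in RNAi, and at 516 known precursors of 281 families in any library. When the reads of the larger libraries were drawn down at random to the NP total, a median of 404 known precursors was detected in Ov199 (95% range of 100 draws, 393 to 416) and 427 in RNAi. Of the 164 known miRNAs in the copy of Supplementary Table 2 used here, 153 could be joined to a single exact sequence at the precursor of the same name, because the printed values follow from the reads of that sequence. These 153 names held 109 distinct sequences, since 68 names shared their sequence with another name.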

The microarrays analysis of miRNAs from the three experimental lines revealed that one hundred sixty-five known miRNAs belong to the seventy-six miRNA families were differentially expressed (**Figure 2B**). The number of known miRNA family members varies greatly on the basis of the differences in endogenous nucleotides. The miR166 family has the highest number of members, which can be classified into seventeen different miRNA families (**Figure 2B**). 

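Reads were found at 13 precursors of the miR166 family in each of the 3 libraries, and the miR812 family had more, with 22 in each. The joined part of Supplementary Table 2 named 19 miR166 miRNAs, which held 11 distinct sequences. The sequence TCGGACCAGGCTTCATTCCCC aligned at 6 places and was read 2307 times in NP, 3651 times in Ov199 and 3572 times in RNAi, and the reads alone cannot assign it to any 1 of those members.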

Besides, the miR156, miR167, miRNA444 and miR1862 families are groups that contain 5-15 members. 

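Over all 3 libraries, 226 families had reads at a single precursor, 34 families at 2 to 4 precursors, and 21 families at 5 or more. By precursors with reads in any library, the miR156 family had 12, miR167 had 10, miR1862 had 7 and miR444 had 6. Above the 13 of miR166 were miR812 with 22, miR395 with 19, miR2118 with 16, and miR169 and miR1861 with 15 each. Such counts do not measure expression, since a shared read is counted at each precursor where it aligned. The miR395 family had only 14 reads in NP, 18 in Ov199 and 20 in RNAi. The miR2118 family had 33, 80 and 54 reads, against 11973, 21846 and 15755 for miR166.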

The rest of the known miRNAs fall into twenty-three miRNA families each containing 2-4 members and forty single-membered miRNA families (**Figure 2B**).

The expression abundance of miRNAs in NP, Ov199 and RNAi was different based on the normalized transcript per million (TPM) analysis of miRNA data. 

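Each of the 516 known precursors with a read was assigned to the library with its highest normalized count. This was Ov199 for 32.4% of precursors (95% Wilson interval, 28.5 to 36.5%), RNAi for 36.2% (32.2 to 40.5%) and NP for 31.4% (27.5 to 35.5%), so the intervals of the 3 libraries overlapped. Over the 153 joined mature miRNAs, of which many share a sequence, the highest value fell in Ov199 for 45.1% (37.4 to 53.0%), in RNAi for 32.0% (25.1 to 39.8%) and in NP for 22.9% (16.9 to 30.2%). Names that share a sequence, and precursors that share reads, are not independent, so all of these intervals are too narrow.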

Through hierarchical clustering and expression analysis, we found that the expression level of 45% of miRNAs in Ov199, 52% of miRNAs in RNAi and 35% of miRNAs in NP from was upregulated (**Figure 3**; **Supplementary Table 2**). Among the known miRNAs, miR1876 was the only miRNA upregulated/expressed in all experimental lines. The number of transcription units for NP, Ov199 and RNAi were 36,075, 32,893 and 43,939, respectively. 

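The mature miR1876, ATAAGTGGGTTTGTGGGCTGGCCC, lies at positions 111 to 134 of its precursor and was read 1780 times in NP, 3097 times in Ov199 and 2756 times in RNAi. Its normalized counts were 36075.5, 32892.9 and 43938.5. The sequence made up 90.5%, 91.1% and 89.1% of all reads at the precursor in NP, Ov199 and RNAi. RNAi was 1.22-fold higher than NP on the normalized count + 10 scale (adjusted p = 4.3e-10, Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 144 miRNAs), which compares the 2 libraries and not the lines. Ov199 was lower than NP, with a fold of 0.912 (adjusted p = 0.0077 over 153 miRNAs), but for reads at the whole precursor this direction depended on the scaling, since a fold of 1.07 was obtained with the adapter-trimmed reads as the total.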

The expression level was highest in the miR166 family, followed by miR167, miR444, miR168 and the remaining miRNA families (**Supplementary Table 2**). 

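Summed over all precursors of a family, with each sequence counted a single time, the miR166 family held 24.3% of aligned reads in NP, 23.2% in Ov199 and 25.1% in RNAi and ranked first in every library. The miR159 family ranked second with 7.25%, 8.95% and 7.81%. The miR168 family held 3.98%, 4.80% and 5.28%, the miR444 family 3.33%, 4.275% and 4.10%, and the miR167 family 1.54%, 2.14% and 2.07%. These 3 families ranked at 5, 6 and 9 in NP, at 3, 4 and 8 in Ov199 and at 4, 6 and 8 in RNAi. The family sums include every read length and both arms of each precursor, whereas the paper's table lists single mature sequences. Over the joined mature sequences, each counted a single time and chosen after the data were seen, miR166 ranked first, miR444 at 3 and miR167 at 4 in every library.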

Some miRNAs grouped under the same family were found to be differentially expressed in different experimental lines (**Supplementary Table 2**). For example, miR156a has the lowest expression in NP, but the miRNA with the lowest expression in Ov199 and RNAi was miR156b-3p and miR156j-3p, respectively (**Supplementary Table 2**).

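The mature sequence TGACAGAAGAGAGTGAGCAC of miR156a aligned at 10 places in the family, and it was read 21 times in NP, 139 times in Ov199 and 64 times in RNAi. Its fold was 3.41 for Ov199 against NP (adjusted p = 1.3e-08, Fisher's exact test) and 2.37 for RNAi against NP (adjusted p = 0.0015). The sequence of miR156b-3p was read 5, 12 and 0 times, and that of miR156j-3p 3, 0 and 2 times, in NP, Ov199 and RNAi. Within this pair, miR156j-3p was the lower in Ov199 and miR156b-3p the lower in RNAi. The paper names them the other way round. The counts of miR156j-3p lie at or under the limit of 3 reads in all 3 libraries. For the family as a whole, Ov199 was 1.85-fold and RNAi 1.98-fold of NP, and both stayed above NP under each scaling that was tried.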

**Figure 3:**
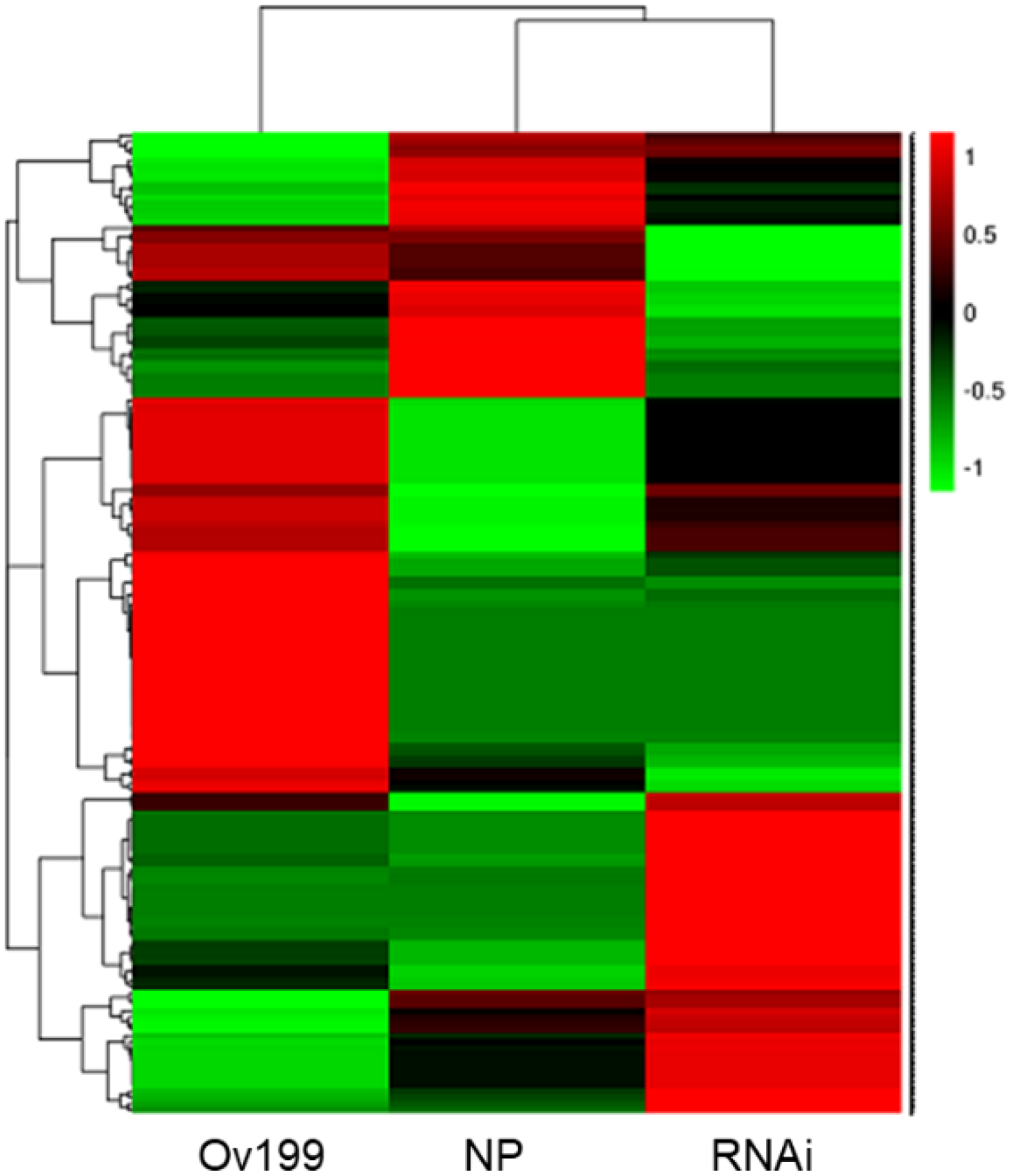
Hierarchical clustering and expression patterns of known miRNA in NP, Ov199 and RNAi.

### *OsNAR2.1* regulates multiple miRNA targets

In order to identify the N-responsive miRNAs, we comparatively analyzed the expression of miRNAs from all the experimental lines. 

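Fold was computed as in Supplementary Table 2, with 10 added to both normalized counts, and a change was counted at 2-fold or more in either direction. In the comparison of Ov199 with NP, 206 of 485 known precursors were past 2-fold, 115 higher and 91 lower in Ov199. In RNAi against NP, 208 of 478 were past 2-fold, with 121 higher and 87 lower, and in RNAi against Ov199, 227 of 493, with 125 higher and 102 lower. Many of these rested on few reads, since 145, 144 and 139 of them had fewer than 10 reads in both libraries. Libraries drawn at random from 1 pooled profile at the same depths gave medians of 115, 111 and 109 precursors past 2-fold (95% ranges of 1000 draws, 98 to 131, 96 to 128 and 95 to 125). The alternative that moved the count of Ov199 against NP most was a pseudocount of 100, with 49 precursors. By Fisher's exact test on the reads (two-sided, Benjamini-Hochberg adjustment), 92 precursors had an adjusted p under 0.05 in Ov199 against NP, 74 in RNAi against NP and 103 in RNAi against Ov199. Of these, 49, 40 and 63 were also past 2-fold. The test compares 2 libraries and not the lines, because no line had a replicate. For the 153 joined mature miRNAs, 57 were past 2-fold in Ov199 against NP, 51 in RNAi against NP and 54 in RNAi against Ov199, and 19, 20 and 23 of these had an adjusted p under 0.05. These are counts of names, and names that share a sequence are each counted. The miR156a sequence, which aligned at 10 places, met both criteria in both comparisons with NP under each of its names. With distinct sequences counted a single time, 40, 36 and 50 were past 2-fold. The number meeting both criteria was not counted by distinct sequence. The counts by mature sequence were chosen after the data were seen.

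**Figure D1:**
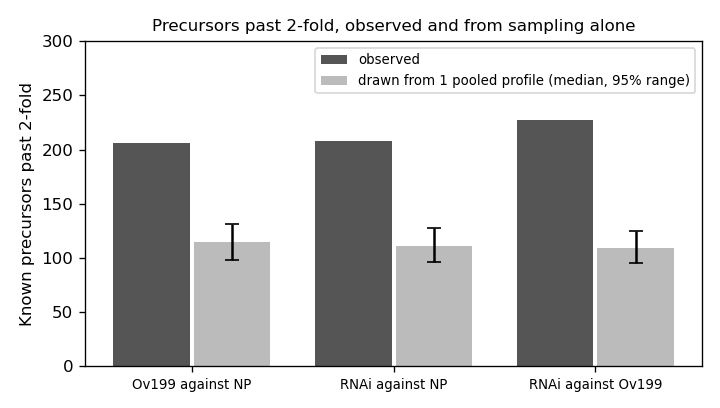
Known precursors past 2-fold in each comparison, as observed (dark bars) and between libraries drawn from 1 pooled profile at the same depths (pale bars, median with the 95% range of 1000 draws). The observed counts of 206, 208 and 227 lie above the upper ends of the ranges at 131, 128 and 125.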

The comparative results from three comparison groups (i.e., Ov199/RNAi, Ov199/NP, RNAi/NP) showed that there were 62, 64 and 59 differentially expressed miRNAs in each respective group with *P <*0.05 significant difference (**Figure 4A**; **Table S2**). Nine out of all differentially expressed miRNA were found to be significantly expressed in all comparison groups, while majority of them only altered in two comparison groups. 

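Past 2-fold in all 3 comparisons were 42 known precursors, where libraries drawn from 1 pooled profile gave a median of 12 (95% range, 7 to 20). Among the joined mature miRNAs, 9 were past 2-fold in all 3 comparisons, 17 only in Ov199 against NP and RNAi against NP, 23 only in Ov199 against NP and RNAi against Ov199, and 17 only in RNAi against NP and RNAi against Ov199. Names that share a sequence are each counted, such as those of miR156a among the 17 in both comparisons with NP.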

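Exclusive to a single comparison were 21 known precursors in RNAi against Ov199, 17 in Ov199 against NP and 11 in RNAi against NP. By mature sequence, the corresponding numbers were 5, 8 and 8. With an adjusted p under 0.05 in place of 2-fold, they were 33, 25 and 8 for precursors and 19, 3 and 5 for mature sequences. The largest changes with an adjusted p under 0.05 set Ov199 apart. MIR1882e had 65 reads in NP and 216 in RNAi but 0 in Ov199, at least 41.3-fold lower than NP. MIR5795 had 181, 134 and 3 reads in NP, RNAi and Ov199. MIR3980a and MIR3980b, which share nearly all of their reads, had 79 and 80 reads in Ov199 and 0 in the other libraries. MIR1881 had 15 reads in NP, 20 in RNAi and 0 in Ov199, at least 9.54-fold lower in Ov199 than in NP. Between RNAi and NP, the largest changes rested on fewer reads. MIR395d had 12 reads in RNAi and 0 in NP, at least 3.15-fold higher. MIR395i had 13 reads in RNAi and MIR395y had 14, of which all but a few are the reads of MIR395d, and each had 1 read in NP. Over the miR395 family, with each sequence counted a single time, there were 20 reads in RNAi and 14 in NP, or 318.9 and 283.7 normalized counts. MIR2873b had 1 read in RNAi and 14 in NP.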

There were 3, 4 and 5 miRNAs with significant different levels exclusively expressed in group Ov199/RNAi, Ov199/NP and RNAi/NP, respectively (**Figure 4A**).

**Figure 4:**
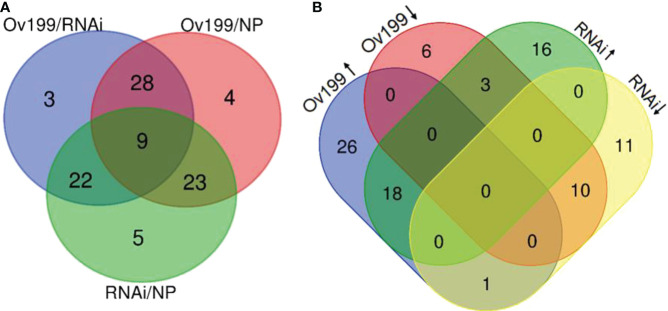
Analysis of significant difference miRNA between NP, Ov199 and RNAi. **(A)** Venn diagram of unique and shared miRNA with significant difference expression between Ov199 and NP, RNAi and NP, and Ov199 and RNAi. **(B)** Venn diagram of unique and shared miRNA with significant difference expression between upregulated and downregulated miRNA in Ov199 and RNAi compared with NP.

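The listed sequence of miR169f, TGAGGACAAGAGCTGATTCGG, lies at positions 16 to 36 of its precursor and was read 2 times in NP, 13 times in Ov199 and 0 times in RNAi, or 40.5, 138.1 and 0 normalized counts. The differences of Ov199 and RNAi from NP were not detectable at this depth (adjusted p = 0.24 and 0.39, Fisher's exact test). RNAi and Ov199 differed with an adjusted p of 0.013 in the same exact test, at least 2.89-fold lower in RNAi. Over the whole precursor the reads were 11, 37 and 2 in NP, Ov199 and RNAi, with an adjusted p of 0.028 for RNAi against NP (Fisher's exact test).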

Differential expression analysis of miRNA between transgenic lines and the control (NP) showed that only the peak expression of miR169f in Ov199 and RNAi was consistent with the changes in *OsNAR2.1* expression and total nitrogen concentration (**Figure 4B**; **Supplementary Table 2**). 

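The mature miR1882e-3p, GAAATGATCTTGGACGTAATCTAG, was read 17 times in NP, 0 times in Ov199 and 130 times in RNAi. RNAi was 5.87-fold of NP on the normalized count + 10 scale (adjusted p = 1.3e-15, Fisher's exact test between libraries) and Ov199 was at least 10.8-fold lower than NP (adjusted p = 9.6e-08, the same exact test). The listed miR529a, CTGTACCCTCTCTCTTCTTC, was read 2, 0 and 6 times in NP, Ov199 and RNAi, and the adjusted p was 0.26 for Ov199 against NP and 0.73 for RNAi against NP. RNAi was at least 3.00-fold higher than Ov199 (adjusted p = 0.020, Fisher's exact test). It made up 0.133% of the 1507 reads at the MIR529a precursor in NP. The most abundant sequence of that precursor, AGAAGAGAGAGAGTACAGCCT on the opposite arm, was read 1227 times in NP, 2974 times in Ov199 and 2842 times in RNAi, with a fold of 1.27 for Ov199 against NP. A sequence on the same arm as the listed one and 1 nt longer at its 5' end, GCTGTACCCTCTCTCTTCTTC, was read 43, 65 and 117 times, with folds of 0.795 in Ov199 and 2.13 in RNAi against NP. All exact reads of that arm other than the listed sequence numbered 56, 85 and 149, with a p of 0.18 for Ov199 against NP and 9.6e-07 for RNAi against NP in the same exact test. The mature miR5150-5p, AGCTTCTGACAGCTGCAGTTTCTC, was read 2, 1 and 11 times in NP, Ov199 and RNAi (adjusted p = 0.15 for RNAi against NP, 0.52 for Ov199 against NP and 0.0020 for RNAi against Ov199, Fisher's exact test). At its whole precursor the reads were 10, 12 and 13.

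**Figure D2:**
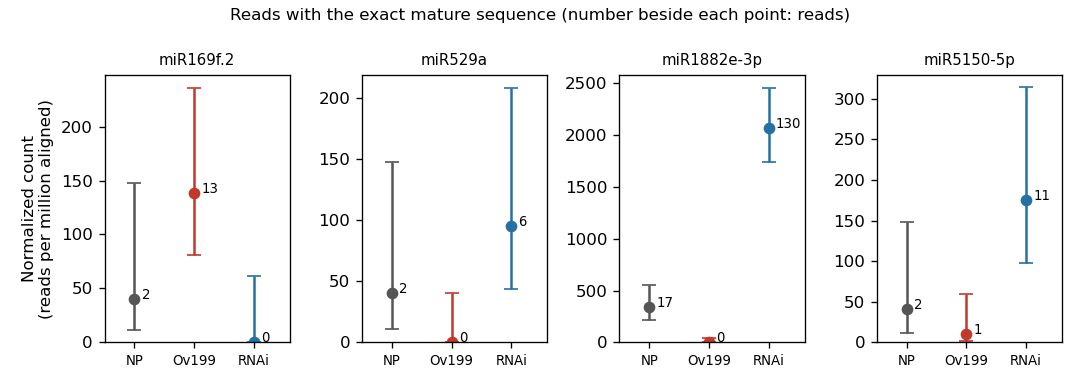
Normalized counts (reads per 1000000 aligned reads) of the exact sequences of miR169f, miR529a, miR1882e-3p and miR5150-5p in the NP, Ov199 and RNAi libraries, with 95% Wilson intervals and the number of reads beside each point. The intervals of NP and Ov199 overlap for each miRNA except miR1882e-3p.

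**Figure D3:**
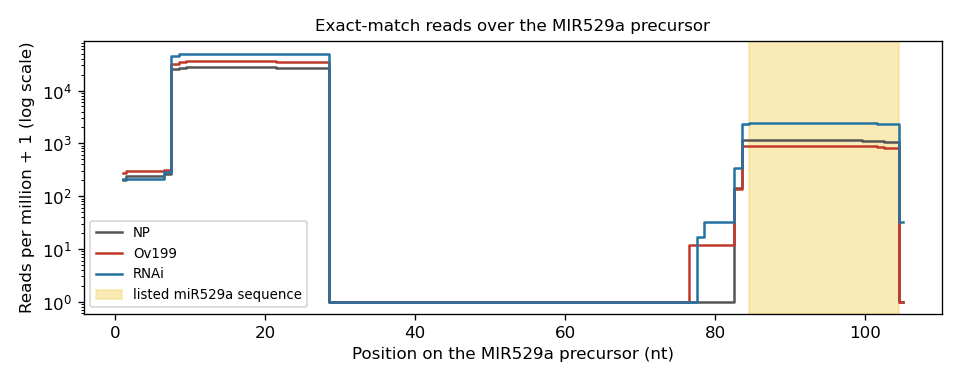
Exact-match reads (no recorded mismatch, inserted or deleted base) per 1000000 aligned reads (plus 1, log scale) at each position of the MIR529a precursor in NP, Ov199 and RNAi, with the listed miR529a sequence at positions 85 to 104 shaded. The reads of the opposite arm, at positions 8 to 28, exceed those of the shaded arm in every library.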

The expression peak of miR529a, miR1882e-3p and miR5150-5p in Ov199 and RNAi were opposite to the expression level of *OsNAR2.1* and total N concentration (**Figure 4B**; **Supplementary Table 2**). The expression patterns of miR169f, miR529a and miR1882e-3p were consistent with the sequencing results as verified by RT-PCR (**Figure 5**). The expression level of miR169f was significantly upregulated in Ov199 and downregulated in RNAi as compared to the NP (**Figure 5A**). In contrary, the expression of miR529a and miR188e-3p were significantly downregulated in Ov199 and upregulated in RNAi (**Figures 5B, C**). Therefore, *OsNAR2.1* changes the nitrogen concentration and content in rice and maybe affect the expression of multiple miRNAs.

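Against NP, 56 known precursors were past 2-fold higher in both Ov199 and RNAi, and 41 were past 2-fold lower in both. Only 5 were higher in Ov199 and lower in RNAi, and 9 were lower in Ov199 and higher in RNAi. Because both comparisons use the same NP library, agreement in direction arises without any change. Libraries drawn from 1 pooled profile gave a median of 58 precursors changed the same way (95% range, 45 to 71), against 97 observed. From the miRNAs whose level followed or opposed that of OsNAR2.1, and their RT-PCR, the paper proposes that OsNAR2.1 affects the expression of multiple miRNAs.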

**Figure 5:**
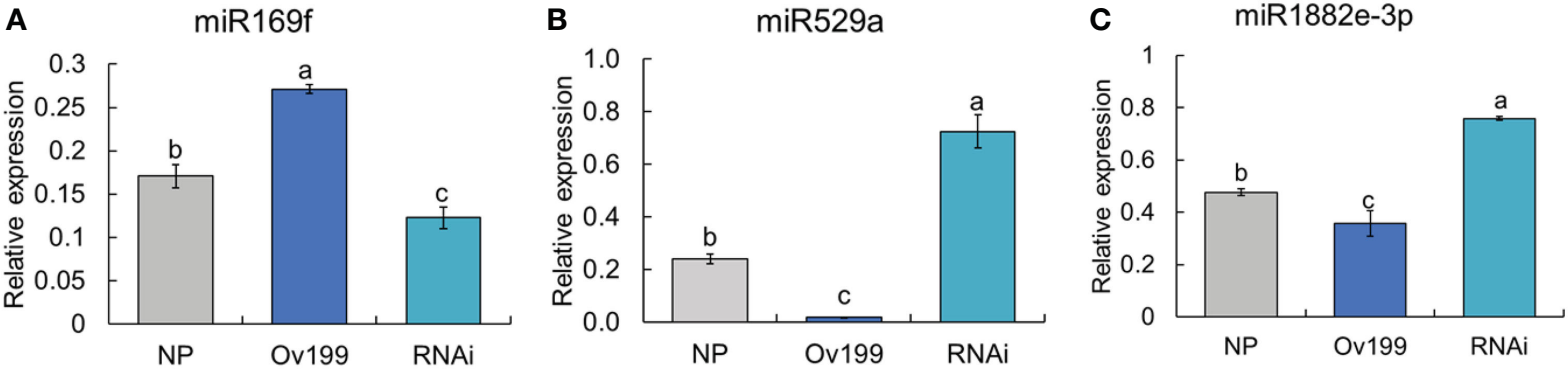
The results of RT-qPCR of miRNAs in NP, Ov199 and RNAi. **(A)** Expression of miR169f in NP, Ov199 and RNAi. **(B)** Expression of miR529a in NP, Ov199 and RNAi. **(C)** Expression of miR1882e-3p in NP, Ov199 and RNAi. Error bars: SD (n = 4). Significant differences between different lines are indicated by different letters (*P* < 0.05, one-way ANOVA).

### Analysis of novel miRNAs in transgenic *OsNAR2.1* lines

Identification of novel miRNAs from the transgenic *OsNAR2.1* lines was performed with miRDeep analysis package. 

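Reads at predicted precursors, which the files number within each chromosome, came from the same 3 libraries. They numbered 13812 in NP, 24996 in Ov199 and 12806 in RNAi, or 27.99%, 26.55% and 20.4% of all aligned reads. Each listed miRNA was counted as the reads with exactly the sequence that Supplementary Table 3 gives, and a miRNA was called detected with at least 1 read. The genome build of the predicted precursors is not stated in the files, so no genomic positions are given. The printed counts of all 150 listed miRNAs follow from these reads when reads are divided by the number of places of the sequence, rounded, and set to 0 under 2 reads.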

A total of 150 novel miRNAs were identified from all experimental lines with an approximate length of 17-23 nt, of which the most common length falls in 24 nt (**Supplementary Table 3**). 

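The 150 listed sequences were 17 to 25 nt long, and 136 of them were distinct. The most frequent length was 24 nt with 92 sequences, or 61.3%, and 53 sequences were 17 to 23 nt long.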

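With at least 1 read of the exact sequence, 115 of the 150 listed miRNAs were found in NP, 122 in Ov199 and 117 in RNAi. Those found in a single library numbered 7 in NP, 12 in Ov199 and 3 in RNAi, and 76 were found in all 3. NP and Ov199 had 90 in common, NP and RNAi 94, and Ov199 and RNAi 96. With at least 2 reads required, the numbers in a single library became 13, 28 and 6.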

There were 13, 32 and 10 specific novel miRNAs that only expressed in NP, Ov199 and RNAi, respectively; while 54 novel miRNAs were found in all the three lines (**Figure 6A**). Besides, there were 64 novel miRNAs found to be overlapped in group NP/Ov199, whereas 66 and 73 novel miRNAs overlapped in group NP/RNAi and Ov199/RNAi, respectively (**Figure 6A**). Compared with NP, 22 novel miRNAs were upregulated in Ov199 but 21 of them were downregulated in RNAi (**Figure 6B**). 

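Of the listed miRNAs, 24 were past 2-fold higher than NP in both Ov199 and RNAi and 20 were lower in both. A rise in Ov199 with a fall in RNAi was found for 2 miRNAs, and the reverse for 3. In Ov199 against NP, 40 were higher and 44 lower, but 68 of these 84 had fewer than 10 reads in both libraries. By Fisher's exact test with Benjamini-Hochberg adjustment, 5 were higher and 13 lower in Ov199 than in NP, and 1 was higher and 6 were lower in RNAi than in NP.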

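Below 100 normalized counts were 66.7% of the 150 listed miRNAs in NP, 74.7% in Ov199 and 71.3% in RNAi, and 52.7% were below 100 in every library. Of the 153 joined known miRNAs, 23.5% were below 100 in every library. At this depth, 100 normalized counts correspond to few reads in each library.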

By referring to the known miRNA families, the abundance of novel miRNAs was very low, and more than 75% of the novel miRNAs have less than 100 transcript units (**Supplementary Table 3**). There were only five novel miRNAs with high abundance of more than 1000 transcript units that is miR-novel-chr1-37617, miR-novel-chr1-38364, miR-novel-chr1-43165, miR-novel-chr4-27017 and miR-novel-chr8-11525 (**Supplementary Table 3**). 

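These 5 were the only listed miRNAs above 1000 normalized counts in any of the 3 libraries, and each was above 1000 in all of them. The sequence of the predicted miRNA chr8-11525, CTGCGGAAGGATCATTG, had 916 reads in NP, 1742 in Ov199 and 989 in RNAi, and that of chr1-37617, GAAATCATGTGGGCTCT, had 367, 847 and 284 reads. Both are 17 nt long. chr4-27017 (AGTTAATACGTGTGCTTGGGAGT, 23 nt) had 432, 760 and 155 reads. chr1-38364 had 94, 202 and 164 reads, and chr1-43165 had 105, 160 and 182 reads.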

And the prediction target genes of miR-novel-chr1-38364, miR-novel-chr1-43165 and miR-novel-chr4-27017 are *LOC_Os09g3939.2*, *LOC_Os09g10820.1*, *LOC_Os08g9080.2*, respectively, and others no corresponding target gene (**Supplementary Table 4**). All these five highly abundance novel miRNAs expressed differentially in all the three lines. 

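chr4-27017 had a fold of 0.283 in RNAi against NP (adjusted p = 9.4e-46, Fisher's exact test between libraries) and 0.922 in Ov199 against NP (adjusted p = 0.40). chr1-37617 had a fold of 0.609 in RNAi against NP and 1.21 in Ov199 against NP (adjusted p = 1.8e-08 and 0.027, Fisher's exact test). For chr8-11525 the folds were 0.849 and 0.997, with an adjusted p of 0.0093 and 1 in the same exact test. Neither chr1-38364 nor chr1-43165 reached an adjusted p under 0.05 against NP in Ov199 or RNAi, and the latter differed between RNAi and Ov199 (fold 1.70, adjusted p = 1.2e-05, Fisher's exact test).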

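The reads of the 136 distinct listed sequences summed to 5.002% of aligned reads in NP (95% Wilson interval, 4.81 to 5.198%), 4.98% in Ov199 (4.84 to 5.12%) and 4.002% in RNAi (3.85 to 4.16%). Without the 5 most abundant sequences, the remaining 131 sequences summed to 1.12% in NP (1.03 to 1.22%), 1.04% in Ov199 (0.973 to 1.102%) and 1.17% in RNAi (1.09 to 1.26%).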

In general, the expression level of novel miRNAs was relatively downregulated in RNAi compared to the NP and Ov199 (**Supplementary Table 3**). The Ov199 line has the highest number of novel miRNAs (76.7%) from its total number of miRNAs, which was much higher than the NP (59.3%) and RNAi (63.3%) lines. 

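With at least 2 reads required, 93 were detected in NP, 115 in Ov199 and 99 in RNAi. When the reads of Ov199 were drawn down at random to the NP total of 49341 reads, a median of 89 was detected with at least 2 reads (95% range of 100 draws, 82.5 to 95.5) and 112 with at least 1 read (106 to 116.5), against 93 and 115 in NP. For RNAi drawn down the same way the medians were 92.5 and 112.

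**Figure D4:**
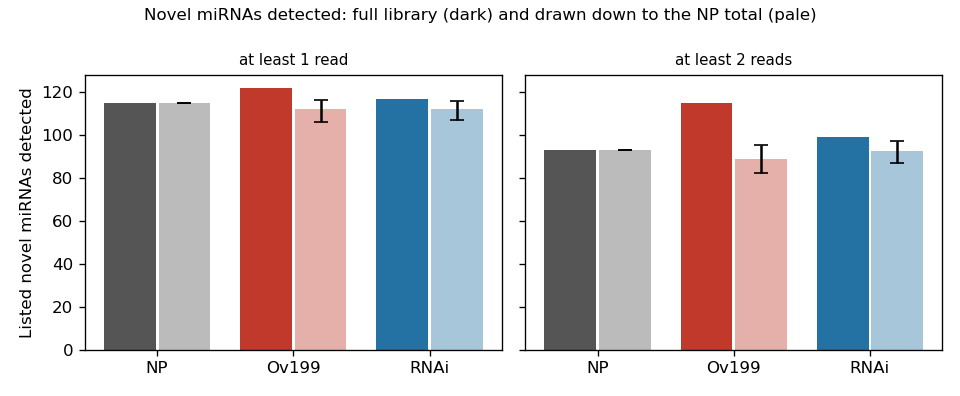
Number of the 150 listed predicted miRNAs detected in NP, Ov199 and RNAi with at least 1 read (left) and at least 2 reads (right), for the full library (dark bars) and for reads drawn down to the NP total (pale bars, median with the 95% range of 100 draws). The pale Ov199 bars stand at 112 and 89, and the NP bars at 115 and 93.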

The results implied that the overexpression of *OsNAR2.1* gene in Ov199 line might help to promote the expression of novel miRNA in the rice plants.

**Figure 6:**
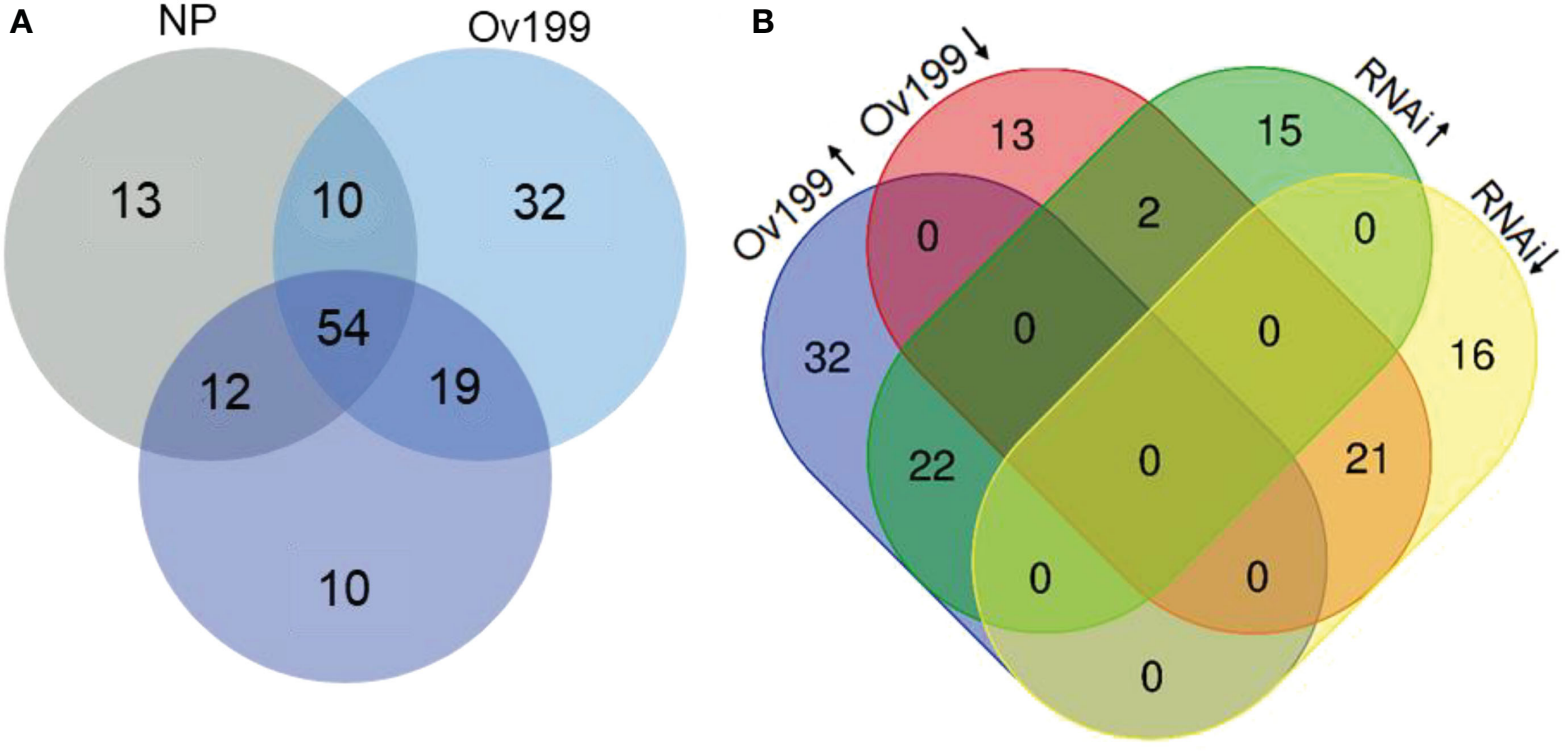
Analysis of significant difference novel miRNA between NP, Ov199 and RNAi. **(A)** Venn diagram of unique and shared miRNA in NP, Ov199 and RNAi. **(B)** Venn diagram of unique and shared miRNA with significant difference expression between upregulated and downregulated miRNA in Ov199 and RNAi compared with NP.

In order to examine the effects of different nitrogen concentrations in the regulation of miRNA expression, we performed miRNA expression verification on rice under high nitrogen (HN), low nitrogen (LN) and normal nitrogen (NN) treatments. A total of five miRNAs were selected as the candidates for the verification purposes that is miR1874, miR5150, chr3-36174, chr4-27017 and chr5-21745 (**Figure 7**). The results of qRT-PCR showed that the expression of miR1874 was inhibited in both HN and LN treatments as compared to the NN. The inhibition on the chr3-36174 was also observed in HN, but was not in LN (**Figure 7**). The expression of miR5150, chr4-27017 and chr5-21745 was up-regulated under HN treatment in relative to the NN, but was not significantly different under LN condition (**Figure 7**).

**Figure 7:**
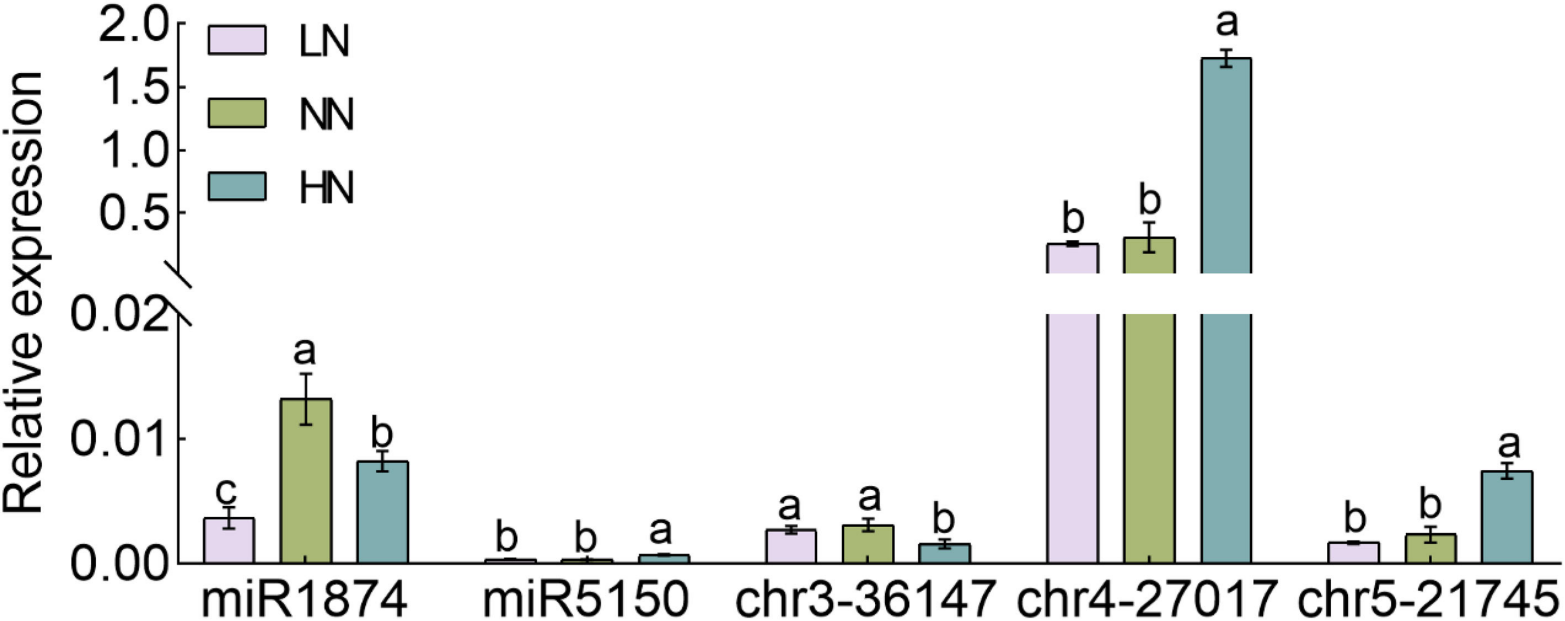
The expression of novel miRNA under different nitrogen treatment. Seedlings of rice cultivated, Nipponbare, in hydroponics for three weeks and were grown under nitrogen deficient conditions for three days, followed by treating with 0.125 mM NH_4_NO_3_ (LN), 1.25 mM NH_4_NO_3_ (NN) and 2.5 mM NH_4_NO_3_ (HN) for one week. The RNA samples of Nipponbare were extracted one week after the treatment. The expressions of miR1874, miR5150, chr3-36147, chr4-27017, chr5-21745 were taken. Error bars: SD (n = 3). Significant differences between different lines are indicated by different letters (*P* < 0.05, one-way ANOVA).

## Discussion

### Association of the roles of miRNAs and the N regulation in rice

The nitrogen concentration of rice can be altered with the expression of *OsNAR2.1*, which can result in the epigenetic changes in rice, including the expression pattern and intensity of miRNAs. It has been reported that miR169 in maize, common bean (Pharsalus vulgaris) and Arabidopsis responded to N starvation (Valdés-López et al., 2010; Xu et al., 2011; Zhao et al., 2011; Liang et al., 2012; Trevisan et al., 2012). Besides, the miR393/*AFB3* has been linked to the regulation of root system architecture in response to the internal and external N availability in *Arabidopsis* (Vidal et al., 2010). The lateral root growth is usually associated with the nitrate uptake, but the overexpression of miR393 was found to alter the primary and lateral root growth after nitrate application (Vidal et al., 2010). Recently, an auxin-related regulatory miR167/ARF8 module has been reported to regulate the ratio between emerging and initiating lateral roots in Arabidopsis. The cell-specific regulation of a transcriptional circuit mediates lateral root growth in response to the N *via* miRNA167 (Gifford et al., 2008). Furthermore, the expression of recently described miR529 was found to render some agronomic traits of rice, such as rice tiller number, panicle type and hydrogen peroxide resistance. The miR529 targets five SPL genes (*OsSPL2*, *OsSPL14*, *OsSPL16*, *OsSPL17* and *OsSPL18*), where the *OsSPL14* expression showed to be inversely correlated to the miR529a (Yue et al., 2017). The *OsSPL14* has been shown to improve the nitrogen uptake in rice with an expression pattern oppositely responses to the level of nitrogen supply (Srikanth et al., 2016; Wu et al., 2020). Studies shown that the endogenous N content and concentration of rice *via* transgenic *OsNAR2.1* lines to determine miRNAs that could be responding to the changes of endogenous N (**Figures 1**, **2**, **4**). Therefore, it is speculated that the expression peaks of these miRNAs might be correlated to the expression of *OsNAR2.1* and the nitrogen concentration in rice.

### Overexpression and silencing of *OsNAR2.1* gene affect the expression of a large number of N-responsive miRNAs

High-throughput sequencing approach has been using in many studies to analysis genome-wide miRNA expression in plants (Zhao et al., 2007; Chi et al., 2011; Liang et al., 2012). Apart from that, transgenic technology provides a permissible alternative for *in vivo* study to examine the effect of endogenous nitrogen concentration of rice towards the miRNA expression, which allows further attempts to improve the understanding between miRNA and the rice NUE. Nitrogen-deficient conditions cause plants to deplete N internally. As an emergency response, they regulate the ability to absorb and transport N by regulating the genes and small RNA expression. The report shown that during nitrification and absorption, miR393 is activated by the N signal transmitted, and effected the function of the phytohormone sensing organ auxin signaling F-box proteins (AFB3) (Bao et al., 2014; Sajjad et al., 2021). In maize plants deficient in N, six miRNAs were downregulated, including miR408, miR169, miR166, miR528*, and miR169* (Yang et al., 2019).

In our study, the number of miRNAs being expressed was highest in the nitrogen-efficient line (Ov199), followed by the nitrogen-inefficient line (RNAi) and the wild-type (NP), regardless of the known or novel miRNAs (**Supplementary Table 1**). Among the 159 known miRNAs, both transgenic lines have about the same number of the highest expressing miRNAs, i.e., 45% and 52% of known miRNAs in Ov199 and RNAi, respectively. Meanwhile, there was only 35% of the known miRNAs with the highest expression in NP. The results indicate that *OsNAR2.1* may play a role in the transgenic lines to alter the rice endogenous nitrogen environment, resulting in the differential expression pattern of a large number of miRNAs in rice.

### Discovery of novel miRNAs responsible for the NUE in Ov199 and RNAi lines

Previously, many known miRNAs have been reported to be involved in nitrogen related metabolisms in plants. The nitrogen concentration which was alter in plants may affect the expression of miRNA. More than 40 miRNAs, such as miR164, miR167, and miR399, are responsive towards nitrogen starvation in different parts of maize (Xu et al., 2011; Trevisan et al., 2012). The miRNAs from 7 families, including miR156, miR157, miR399, participate in the regulation of NUE in different parts of rice (Cai et al., 2012). A total of 19 miRNAs families, such as miR156, miR157, miR160, are involved in the regulation of NUE in Arabidopsis (Zhao et al., 2011; Liang et al., 2012). Also, there are 25 miRNAs in soybeans involved in the regulation of soybean NUE, such as miR396, miR164, miR168 (Valdés-López et al., 2010).

By comparing the miRNA sequencing data from all the experimental lines, we have identified four miRNAs (miR169f, miR529a, miR1882e-3p and miR5150-5p) expressed in a way that significantly inversed between the transgenic lines and the wild-type (**Figure 5**). Among them, miR169 has been reported to respond to the nitrogen deficient conditions in corn (Xu et al., 2011; Trevisan et al., 2012), soybean (Liang et al., 2012), and *Arabidopsis* (Zhao et al., 2011; Liang et al., 2012). The protein-coding gene *NFYA*, which is the target gene of miR169, encodes for the nitrate transporter proteins *NRT1.1* and *NRT2.1* as reported before (Zhao et al., 2011). MicroRNA529 (miR529) targets the *OsSPL14* gene by reducing its expression level with the increase of nitrogen supply, showing its important roles in nitrogen metabolism of rice (Srikanth et al., 2016; Wu et al., 2020). The results showed the involvement of miR169 and miR529 in rice NUE regulation. To date, there is no direct evidence to support the expression of miR1882e-3p and miR5150-5p being related to the NUE in rice. In addition, some miRNAs can respond to changes in endogenous nitrogen as well as changes in exogenous nitrogen, such as miR1874, miR5150, chr3-36147, chr4-27017 and chr5-21745 (**Figures 6**, **7**). By changing the NUE in rice, we can find novel mature miRNAs related to nitrogen, which will be useful for future research on NUE-related miRNAs.

In summary, the manipulation of rice endogenous nitrogen concentration through genetic modification can be an effective approach for the discovery of novel N-responsive miRNAs. Thus, the current research provides new insights for the detection of nitrogen related novel miRNAs.

## Data availability statement

Sequencing data supporting the findings of the article have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE94319.

## Author contributions

Conceptualization, XroF. Data curation, YoZ, XruF, YW, PK and YaZ. Writing—original draft preparation, YoZ and XroF. Writing—review and editing, YoZ, XruF, YW, LZ and XroF. Visualization, YoZ. Supervision, XroF. Project administration, XroF. Funding acquisition, XroF and YoZ. All authors contributed to the article and approved the submitted version.

## References

[B1] AchardP.HerrA.BaulcombeD. C.HarberdN. P. (2004). Modulation of floral development by a gibberellin-regulated microRNA. Development 131, 3357–3365. doi: 10.1242/dev.01206 15226253

[B2] AllenE.XieZ.GustafsonA. M.CarringtonJ. C. (2005). MicroRNA-directed phasing during trans-acting siRNA biogenesis in plants. Cell 121, 207–221. doi: 10.1016/j.cell.2005.04.004 15851028

[B3] BaoM.BianH.ZhaY.LiF.SunY.BaiB.. (2014). MiR396a-mediated basic helix-loop-helix transcription factor bHLH74 repression acts as a regulator for root growth in arabidopsis seedlings. Plant Cell Physiol. 55, 1343–1353. doi: 10.1093/pcp/pcu058 24793750

[B4] BartelD. P. (2004). MicroRNAs: Genomics, biogenesis, mechanism, and function. Cell 116, 281–297. doi: 10.1016/S0092-8674(04)00045-5 14744438

[B5] BrodersenP.Sakvarelidze-AchardL.Bruun-RasmussenM.DunoyerP.YamamotoY. Y.SieburthL.. (2008). Widespread translational inhibition by plant miRNAs and siRNAs. Science 320, 1185–1190. doi: 10.1126/science.1159151 18483398

[B6] CaiH. M.LuY. G.XieW. B.ZhuT.LianX. M. (2012). Transcriptome response to nitrogen starvation in rice. J. Biosci. 37, 731–747. doi: 10.1007/s12038-012-9242-2 22922198

[B7] ChenJ. G.FanX. R.QianK. Y.ZhangY.SongM. Q.LiuY.. (2017). p*OsNAR2.1*:*OsNAR2.1* expression enhances nitrogen uptake efficiency and grain yield in transgenic rice plants. Plant Biotechnol. J. 15, 1273–1283. doi: 10.1111/pbi.12714 28226420PMC5595721

[B8] ChenJ. G.LiuX. Q.LiuS. H.FanX. R.ZhaoL. M.SongM. Q.. (2020). Co-Overexpression of *OsNAR2.1* and *OsNRT2.3a* increased agronomic nitrogen use efficiency in transgenic rice plants. Front. Plant Sci. 11. doi: 10.3389/fpls.2020.01245 PMC743494032903417

[B9] ChenJ. G.QiT. T.HuZ.FanX. R.ZhuL. L.IqbalM. F.. (2019). *OsNAR2.1* positively regulates drought tolerance and grain yield under drought stress conditions in rice. Front. Plant Sci. 10. doi: 10.3389/fpls.2019.00197 PMC639335030846998

[B10] ChenJ. G.ZhangY.TanY. W.ZhangM.ZhuL.XuG. H.. (2016). Agronomic nitrogen-use efficiency of rice can be increased by driving *OsNRT2.1* expression with the *OsNAR2.1* promoter. Plant Biotechnol. J. 14, 1705–1715. doi: 10.1111/pbi.12531 26826052PMC5066696

[B11] ChiX.YangQ.ChenX.WangJ.PanL.ChenM.. (2011). Identification and characterization of microRNAs from peanut (*Arachis hypogaea* l.) by high-throughput sequencing. PloS One 6 (11), e27530. doi: 10.1371/journal.pone.0027530 22110666PMC3217988

[B12] FanX. R.ChenJ. G.WuY. F.TeoC. H.XuG. H.FanX. R. (2020). Genetic and global epigenetic modification, which determines the phenotype of transgenic rice? Int. J. Mol. Sci. 21, 1819. doi: 10.3390/ijms21051819 32155767PMC7084647

[B13] FischerJ. J.BeattyP. H.GoodA. G.MuenchD. G. (2013). Manipulation of microRNA expression to improve nitrogen use efficiency. Plant Sci. 210, 70–81. doi: 10.1016/j.plantsci.2013.05.009 23849115

[B14] FriedländerM. R.ChenW.AdamidiC.MaaskolaJ.EinspanierR.KnespelS.. (2008). Discovering microRNAs from deep sequencing data using miRDeep. Nat. Biotechnol. 26, 407–415. doi: 10.1038/nbt1394 18392026

[B15] GermanM. A.JeongD. H.HetawalA.LuoS.JanardhananP.KannanV.. (2008). Global identification of microRNA-target RNA pairs by parallel analysis of RNA ends. Nat. Biotechnol. 26 (8), 941–946. doi: 10.1038/nbt1417 18542052

[B16] GiffordM. L.DeanA.GutierrezA. R.CoruuziM. G.BirnbaumD. K. (2008). Cell-specific nitrogen responses mediate developmental plasticity. Proc. Natl. Acad. Sci. U.S.A. 105, 803–808. doi: 10.1073/pnas.0709559105 18180456PMC2206617

[B17] GuoH. S.XieQ.FeiJ. F.ChuaN. H. (2005). MicroRNA directs mRNA cleavage of the transcription factor NAC1 to downregulate auxin signals for arabidopsis lateral root development. Plant Cell 17, 1376–1386. doi: 10.1105/tpc.105.030841 15829603PMC1091761

[B18] HuangS. Q.PengJ.QiuC. X.YangZ. M. (2009). Heavy metal-regulated new microRNAs from rice. J. Inorg. Biochem. 103, 282–287. doi: 10.1016/j.jinorgbio.2008.10.019 19081140

[B19] JuarezM. T.KuiJ. S.ThomasJ.HellerB. A.TimmermansM. C. P. (2004). microRNA-mediated repression of rolled leaf1 specifies maize leaf polarity. Nature 428, 84–88. doi: 10.1038/nature02363 14999285

[B20] KozomaraA.BirgaoanuM.Griffiths-JonesS. (2019). miRBase: From microRNA sequences to function. Nucleic Acids Res. 47, 155–162. doi: 10.1093/nar/gky1141 PMC632391730423142

[B21] LiangG.HeH.YuD. (2012). Identification of nitrogen starvation-responsive microRNAs in arabidopsis thaliana. PloS One 7, e48951. doi: 10.1371/journal.pone.0048951 23155433PMC3498362

[B22] LiuX.HuangD.TaoJ.MillerA. J.FanX.XuG. (2014). Identification and functional assay of the interaction motifs in the partner protein OsNAR2.1 of the two-component system for high-affinity nitrate transport. New Phytol. 204, 74–80. doi: 10.1111/nph.12986 25103875PMC4232926

[B23] LiuQ.WangF. J.AxtellM. (2014). Analysis of complementarity requirments for plant MicroRNA targeting using a nicotiana benthamiana quantitative transient assay. Plant Cell 26, 741–753. doi: 10.1105/tpc.113.120972 24510721PMC3967037

[B24] LiuQ.ZhangY. C.WangC. Y.LuoY. C.HuangQ. J.ChenS. Y.. (2009). Expression analysis of phytohormone-regulated microRNAs in rice, implying their regulation roles in plant hormone signaling. FEBS Lett. 583, 723–728. doi: 10.1016/j.febslet.2009.01.020 19167382

[B25] NavarroL.DunoyerP.JayF.ArnoldB.DharmasiriN.EstelleM.. (2006). A plant miRNA contributes to antibacterial resistance by repressing auxin signaling. Science 312, 436–439. doi: 10.1126/science.1126088 16627744

[B26] RogersK.ChenX. (2013). Biogensis, turnover, and mode of action of plant microRNAs. Plant Cell 25, 2383–2399. doi: 10.1105/tpc.113.113159 23881412PMC3753372

[B27] SajjadN.BhatE. A.ShahD.ManzoorI.NoorW.ShahS.. (2021). Nitrogen uptake, assimilation, and mobilization in plants under abiotic stress. Transporters Plant Osmotic Stress 12, 215–233. doi: 10.1016/B978-0-12-817958-1.00015-3

[B28] SrikanthB.RaoI. S.SurekhaK.SubrahmanyamD.VoletiS. R.NeerajaC. N. (2016). Enhanced expression of OsSPL14 gene and its association with yield components in rice (*Oryza sativa*) under low nitrogen conditions. Gene 576, 441–450. doi: 10.1016/j.gene.2015.10.062 26519999

[B29] SullivanC. S.GanemD. (2005). MicroRNAs and viral infection. Mol. Cell 20, 3–7. doi: 10.1016/j.molcel.2005.09.012 16209940

[B30] TrevisanS.NonisA.BegheldoM.ManoliA.PalmeK.CaporaleG.. (2012). Expression and tissue-specific localization of nitrate-responsive miRNAs in roots of maize seedlings. Plant Cell Environ. 35, 1137–1155. doi: 10.1111/j.1365-3040.2011.02478.x 22211437

[B31] UpadhyayaN. M.SurinB.RammK. (2000). Agrobacterium-mediated transformation of Australian rice cultivars jarrah and amaroo using modified promoters and selectable markers. J. Plant Physiol. 27, 201–210. doi: 10.1071/PP99078

[B32] Valdés-LópezO.YangS. S.Aparicio-FabreR.GrahamP. H.ReyesJ. L.VanceC. P.. (2010). MicroRNA expression profile in common bean (Phaseolus vulgaris) under nutrient deficiency stresses and manganese toxicity. New Phytol. 187, 805–818. doi: 10.1111/j.1469-8137.2010.03320.x 20553393

[B33] VidalE. A.ArausV.LuC.ParryG.GreenP. J.CoruzziG. M.. (2010). Nitrate-responsive miR393/AFB3 regulatory module controls root system architecture in arabidopsis thaliana. Proc. Natl. Acad. Sci. U.S.A. 107, 4472–4482. doi: 10.1073/pnas.0909571107 PMC284008620142497

[B34] WuK.WangS.SongW.ZhangJ.WangY.LiuQ.. (2020). Enhanced sustainable green revolution yield *via* nitrogen-responsive chromatin modulation in rice. Science 367 (6478), eaaz2046. doi: 10.1126/science.aaz2046 32029600

[B35] XuZ.ZhongS.LiX.LiW.RothsteinS. J.ZhangS.. (2011). Genome-wide identification of MicroRNAs in response to low nitrate availability in maize leaves and roots. PloS One 6, e28009. doi: 10.1371/journal.pone.0028009 22132192PMC3223196

[B36] YanM.FanX. R.FengH. M.MillerA. J.ShenQ. R.XuG. H. (2011). Rice OsNAR2.1 interacts with OsNRT2.1, OsNRT2.2 and OsNRT2.3a nitrate transporters to provide uptake over high and low concentration ranges. Plant Cell And Environ. 34, 1360–1372. doi: 10.1111/j.1365-3040.2011.02335.x 21486304

[B37] YangJ.LiuX.XuB.ZhaoN.YangX.ZhangM. (2013). Identification of miRNAs and their targets using high-throughput sequencing and degradome analysis in cytoplasmic male-sterile and its maintainer fertile lines of brassica juncea. BMC Genomics 14, 9. doi: 10.1186/1471-2164-14-9 23324572PMC3553062

[B38] YangZ.WangZ.YangC.YangZ.LiH.WuY. (2019). Physiological responses and small RNAs changes in maize under nitrogen deficiency and resupply. Genes Genom. 41, 1183–1194. doi: 10.1007/s13258-019-00848-0 31313105

[B39] YueE.LiC.LiY.LiuZ.XuJ. H. (2017). MiR529a modulates panicle architecture through regulating SQUAMOSA PROMOTER BINDING-LIKE genes in rice (*Oryza sativa*). Plant Mol. Biol. 94, 469–480. doi: 10.1007/s11103-017-0618-4 28551765

[B40] ZhangY.ZhaoL. M.XiaoH.ChewJ.XiangJ. X.QianK. Y.. (2020). Knockdown of a novel gene OsTBP2.2 increases sensitivity to drought stress in rice. Genes (Basel) 11, 629. doi: 10.3390/genes11060629 32521717PMC7349065

[B41] ZhaoM.DingH.ZhuJ. K.ZhangF.LiW. X. (2011). Involvement of miR169 in the nitrogen-starvation responses in arabidopsis. New Phytol. 190, 906–915. doi: 10.1111/j.1469-8137.2011.03647.x 21348874PMC3586203

[B42] ZhaoB.GeL.LiangR.LiW.RuanK.LinH.. (2009). Members of miR-169 family are induced by high salinity and transiently inhibit the NF-YA transcription factor. BMC Mol. Biol. 10, 29. doi: 10.1186/1471-2199-10-29 19351418PMC2670843

[B43] ZhaoB.LiangR.GeL.LiW.XiaoH.LinH.. (2007). Identification of drought-induced microRNAs in rice. Biochem. Biophys. Res. Commun. 354, 585–590. doi: 10.1016/j.bbrc.2007.01.022 17254555

[B44] ZhouX. F.WangG. D.SutohK.ZhuJ. K.ZhangW. X. (2008). Identification of cold-inducible microRNAs in plants by transcriptome analysis. Biochim. Biophys. Acta Gene Regul. Mech. 1779, 780–788. doi: 10.1016/j.bbagrm.2008.04.005 18471443

How the deposited data were processed for this re-analysis (not part of the article)

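Small RNA libraries of the wild type NP, the OsNAR2.1 overexpression line Ov199 and the OsNAR2.1 RNAi line were analysed, with 1 library per line made from RNA pooled from leaves, flowers and stems. The label of the RNAi library also carries the short tag Ni, which the paper does not explain, and its title names the RNAi line. The authors removed low-quality reads and adapters, collapsed identical reads and aligned them to known rice precursors and to precursors predicted by miRDeep2, and they deposited the read count of each distinct sequence with its place on each precursor, without normalization. The version and settings of the aligner are not stated. The deposited files hold reads aligned to precursors only, so the size distribution of all small RNAs was not analysed here.

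From these counts, reads per precursor were summed, with a sequence that aligned at several precursors counted at each. Normalized counts were reads per 1000000 aligned reads. The totals were 49341 reads in NP, 94154 in Ov199 and 62724 in RNAi, so 1 read was worth 20.3, 10.6 and 15.9 normalized counts, and the limit that a count of 0 allows is 3 reads. A change was a fold of 2 or 0.5 on the normalized count + 10 scale, which every arrow of Supplementary Table 2 follows. Fisher's exact test, two-sided, compared the reads of each precursor and all other reads between 2 libraries, with Benjamini-Hochberg adjustment over the precursors with a read in either library and a threshold of 0.05. It compares libraries and not lines, and no spread between plants could be estimated. Shares have 95% Wilson intervals.

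Exact matches are alignments without a recorded mismatch, inserted or deleted base. Of these reads, 0.054% in NP, 0.0692% in Ov199 and 0.0826% in RNAi held an unread base, and 0.658%, 0.525% and 0.655% held a base other than the most common at its position in such reads, so a small part of them is not exact. Mature miRNAs were counted as the reads with exactly the mature sequence. Sequences of predicted miRNAs came from Supplementary Table 3. For known miRNAs the sequence was found as the only exact sequence at the precursor of the same name whose reads give the values printed in Supplementary Table 2, which was possible for 153 of 164 names. Of the remaining names, 6 had several candidate sequences and 5 were printed at 0 in all 3 libraries, and these were left out. Because the printed values were used to find the sequences, the match of those values is not independent evidence. The count by mature sequence of known miRNAs was added after the data were examined, and so were the alternatives for predicted miRNAs. The other alternatives were set before the data were examined.

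The comparison was tested on simulated data. With 200 precursors changed 4-fold, 188 of which had reads, 53.2% were recovered with an adjusted p under 0.05 and 94.2% of the 52 expected at 20 reads or more, and 1 unchanged precursor was called. With no change, 0 precursors had an adjusted p under 0.05, while 116 of 491 were past 2-fold. Libraries were also drawn 1000 times from 1 pooled profile, with precursors drawn independently although some share reads, and the real libraries were drawn down 100 times to the smallest. The test for alleles counted the bases of uniquely placed reads without inserted or deleted bases.

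The text names every miRNA that the paper's results name, and in each comparison the 5 precursors with the largest fold among those with an adjusted p under 0.05, where precursors with identical reads in the 2 libraries counted a single time. Some of these precursors still share part of their reads. Alternatives were other pseudocounts and thresholds, scaling to adapter-trimmed reads, without miR1876, by edgeR's TMM and by DESeq2's size factors, a minimum of 10 reads, removal of sequences with 1 read, exact matches, equal splitting of reads with several places, identical precursors counted a single time, reads of 20 to 24 nt, and each distinct sequence counted a single time. The scaling to adapter-trimmed reads kept the mean level of the normalized counts, so that only the ratio between libraries changed. Relative to the aligned reads, TMM shifted the log2 ratios of Ov199 against NP by 0.13 and those of RNAi against Ov199 by -0.18, and the adapter-trimmed reads shifted them by 0.24 and -0.27. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.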

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

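These results come from sequences that the joined part of Supplementary Table 2 and Supplementary Table 3 do not list, and each had more reads in every library than the 3 that a count of 0 allows. At known precursors, 266 exact sequences outside the listed miRNAs had more than 3 reads in every library. They held 36.8% of the aligned reads in NP, 38.9% in Ov199 and 39.98% in RNAi. The listed known miRNAs held 17.9%, 17.5% and 21.8%.

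The most abundant of these sequences was TTCGGACCAGGCTTCATTCCC, at MIR166c and MIR166j, with 3657 reads in NP, 7189 in Ov199 and 4428 in RNAi. AGAAGAGAGAGAGTACAGCCT, at MIR529a, had 1227, 2974 and 2842 reads. TCTCGGACCAGGCTTCATTCC, at MIR166a, MIR166b, MIR166d, MIR166f and MIR166g, had 1156, 2728 and 1282 reads. AGCTGCTGGGTCATGGATCC, at MIR159a, had 661, 1861 and 1083 reads, and TCGCTTGGTGCAGATCGGGACCCG, at MIR168a, had 572, 1085 and 942 reads. The limit to 1 exact sequence per miRNA in the authors' tables leaves these reads out. Sequences of the miR166 family are shared between paralogous precursors, so their member of origin is not known. No biological explanation was tested.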

How the results depend on the processing

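No paired analysis was possible because each line has 1 library. The known precursors and the predicted miRNAs detected in each library stayed within the limit set for counts under each alternative that was tried. That limit allowed sizeable changes. With at least 2 reads, the predicted miRNAs fell from 115 to 93 in NP and from 117 to 99 in RNAi. In Ov199 they fell only from 122 to 115, so Ov199 and NP moved further apart. With the supplementary tables' counting rule they numbered 89 in NP, 115 in Ov199 and 95 in RNAi. The shares of precursors highest in each library stayed within their 95% intervals under the alternatives set before the data were examined. By single mature sequences, chosen after the data were seen, these shares were 22.9% for NP, 45.1% for Ov199 and 32.0% for RNAi. NP is the smallest library, so its own number of detected precursors and miRNAs is not changed by drawing down.

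The number of known precursors past 2-fold in Ov199 against NP, RNAi against NP and RNAi against Ov199 was 206, 208 and 227. It was 49, 54 and 56 with a pseudocount of 100, 52, 71 and 83 with a threshold of 4-fold, and 61, 64 and 88 with at least 10 reads in one of the libraries. The first of these shrinks every fold of a precursor with few reads, and the last tests fewer precursors. The number with an adjusted p under 0.05 was 92, 74 and 103. It was 57, 30 and 54 with reads at several places split equally, and 7, 0 and 4 with each distinct sequence counted a single time. With exact matches only it was 48 in RNAi against NP and 65 in RNAi against Ov199. The cause of these changes was not tested, except that the count of distinct sequences has far lower totals by construction.

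The direction of the calls with an adjusted p under 0.05 depended on the scaling. In Ov199 against NP, 43 precursors were higher and 49 lower when scaled to aligned reads, 70 and 25 with the adapter-trimmed reads, 58 and 28 with TMM, and 50 and 35 with the median of ratios. Without any change of scaling, it was 56 and 23 with counts of 1 read set to 0. In RNAi against Ov199, 64 were higher and 39 lower when scaled to aligned reads, 40 and 79 with the adapter-trimmed reads, 42 and 59 with TMM, and 59 and 46 with the median of ratios. In RNAi against NP, 50 and 24 became 45 and 24 with the adapter-trimmed reads, 42 and 26 with TMM and 52 and 22 with the median of ratios. With reads of 20 to 24 nt only, the calls in RNAi against NP were 26 and 26. They were 44 and 44 in RNAi against Ov199 and 39 and 35 in Ov199 against NP. Every other alternative with any call kept more higher than lower in RNAi against NP. Past 2-fold in RNAi against Ov199 were 125 higher and 102 lower. These became 110 and 114 with the adapter-trimmed reads and 98 and 108 with counts of 1 read set to 0. Each other alternative kept more higher than lower there.

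For mature sequences, counted after the data were seen, the known miRNAs past 2-fold numbered 57, 51 and 54. They numbered 61, 56 and 56 with the supplementary tables' counting rule, 40, 36 and 50 with distinct sequences counted a single time, and 30, 29 and 26 with at least 10 reads in one of the libraries. Those with an adjusted p under 0.05 numbered 41, 35 and 58, and 20, 16 and 32 with distinct sequences counted a single time. The listed predicted miRNAs past 2-fold numbered 84, 78 and 80, and 16, 20 and 20 with at least 10 reads. Those with an adjusted p under 0.05 in Ov199 against NP numbered 18, and 11 with at least 10 reads. Fewer miRNAs are tested with at least 10 reads and with distinct sequences counted a single time.

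The share of 21 nt reads was 35.7% in NP, 39.2% in Ov199 and 41.5% in RNAi. It was 18.01%, 19.6% and 18.9% over distinct sequences, 42.4%, 45.6% and 48.15% with exact matches, and 27.1%, 31.7% and 33.4% without the most abundant precursor. The share of 24 nt reads was 13.2%, 10.8% and 13.7%. It was 20.55%, 18.33% and 20.63% over distinct sequences, 12.65% in NP and 13.4% in RNAi with exact matches, and 15.7%, 12.7% and 16.4% without the most abundant precursor. The causes were not tested.

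Of the folds of single precursors, 236 of 252 values under an alternative kept their direction and their side of 2-fold, 8 passed 2-fold, 3 fell short of it and 5 reversed. MIR156j in RNAi against Ov199 reversed to 0.86 with the adapter-trimmed reads and 0.918 with TMM. MIR1876 in Ov199 against NP reversed to 1.07 with the adapter-trimmed reads, MIR1881 in RNAi against NP to 0.721 with exact matches only, and MIR5150 in RNAi against NP to 0.988 with TMM. The cause was not tested. Depth limits all results on single mature miRNAs with fewer than 10 reads, since precursors with few reads pass 2-fold between libraries drawn from 1 pooled profile as well, which was not drawn for mature sequences.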

Differences from the paper's values

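For differentially expressed known miRNAs the paper's values are 64 in Ov199 against NP, 59 in RNAi against NP and 62 in RNAi against Ov199, and the values by precursor were 206, 208 and 227. Of the alternatives set before the data were examined, those that came near the paper's values were a pseudocount of 100 (49, 54 and 56), a threshold of 4-fold (52, 71 and 83) and at least 10 reads in one of the libraries (61, 64 and 88), and each of the others was further away. With single mature sequences, chosen after the values were seen, 57, 51 and 54 were obtained, and with the counting rule that the supplementary tables follow, 61, 56 and 56 over the 153 joined names, which were found by matching the printed values. With distinct mature sequences counted a single time, also chosen after the values were seen, 40, 36 and 50 were obtained, of which the last is near the paper's value. The arrows printed in the paper's Supplementary Table 2 number 64, 59 and 62, and each follows the 2-fold rule with 10 added, whether or not the reads reach a p-value threshold.

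The paper gives 4 miRNAs changed exclusively in Ov199 against NP, 5 in RNAi against NP and 3 in RNAi against Ov199, and by precursor the numbers were 17, 11 and 21. The supplementary tables' counting rule on the joined mature miRNAs, chosen after seeing the values, gave 4, 5 and 3, whereas the exact reads of the same sequences gave 8, 8 and 5. No alternative set before the data were examined was run for this split.

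For predicted miRNAs found in 1 line, the paper's values are 13 in NP, 32 in Ov199 and 10 in RNAi, and with at least 1 read they were 7, 12 and 3. With at least 2 reads, chosen after seeing the values, they were 13, 28 and 6, and with the supplementary tables' counting rule, also chosen after seeing the values, 13, 32 and 10. With distinct sequences counted a single time, added after the data were seen, they were 6, 12 and 3. No alternative set before the data were examined applies to them.

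The paper ranks miR167, miR444 and miR168 directly after miR166. By sums over all reads of a family, miR159 ranked second in all 3 libraries, and miR167 ranked at 9 in NP and at 8 in Ov199 and RNAi. Most of this gap lay in what is summed. Over the joined mature sequences, chosen after the data were seen and found from the paper's printed values, miR444 ranked at 3 and miR167 at 4 in every library, after miR166 and miR1876. There miR159 ranked at 5 in NP and Ov199 and at 7 in RNAi, and miR168 at 6 in NP and Ov199 and at 5 in RNAi. The paper singles out miR1876 as expressed in all lines, whereas 95 of the 153 joined miRNAs had more than 3 reads in every library. The paper names miR166 as the largest family. By precursors with reads, a different unit from the listed miRNAs, miR812 had 22 and miR166 had 13. The paper places a larger part of the predicted miRNAs under 100 transcript units than the 66.7% in NP, 74.7% in Ov199 and 71.3% in RNAi. The supplementary tables' counting rule, which divides reads by places and so can only enlarge these shares, was not applied to them. The paper states that all of the most abundant predicted miRNAs differed in all lines, whereas chr8-11525 had a fold of 0.997 in Ov199 against NP. Supplementary Table 3 prints 0.85 for this fold, although its own counts give 0.997. The paper gives a length range for the predicted miRNAs that ends below the most common length, and the listed sequences reach 25 nt. The paper describes miRNAs that rose in Ov199 as falling in RNAi, whereas 2 predicted miRNAs were higher in Ov199 and lower in RNAi and 24 were higher in both. With the supplementary tables' counting rule, chosen after seeing the values, 22 were higher in both and 21 lower in both, which are the paper's numbers for a rise in Ov199 and a fall in RNAi.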

Other observations

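The tests of depth and of a strain difference at MIR1882e and MIR5795, the test on the sequence counted for miR529a and the test on the ends of the short predicted sequences were chosen after the result was seen, and that depth test and the miR529a test each replaced an earlier one whose result had been seen. The paper's size distribution covers all small RNAs, whereas these reads are those aligned to precursors. Among them, 21 nt reads made up 35.7% in NP (95% Wilson interval, 35.3 to 36.1%), 39.2% in Ov199 (38.9 to 39.5%) and 41.5% in RNAi (41.1 to 41.9%). Reads of 24 nt made up 13.2% in NP (12.9 to 13.5%), 10.8% in Ov199 (10.6 to 11.0%) and 13.7% in RNAi (13.4 to 14.0%).

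The paper measured several further miRNAs by PCR in plants that were not analysed here. In these libraries miR1874-3p had 6 reads in NP, 27 in Ov199 and 8 in RNAi, and miR1874-5p had 4, 3 and 1. The predicted miRNA chr3-36147 had 15, 27 and 9 reads at 4 places, and chr5-21745 had 9, 1 and 0. Of these, chr5-21745 was lower than NP in Ov199 (adjusted p = 0.0076) and in RNAi (adjusted p = 0.014, both by Fisher's exact test between libraries).

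More listed predicted miRNAs had reads in Ov199 than in NP or RNAi. Library depth is a candidate explanation, since Ov199 drawn down to the NP total had a median of 112 with at least 1 read, against 115 in NP, and 12 of 100 draws lay above NP. The list itself was assembled from the 3 libraries, and drawing down does not remove an advantage of the deeper library at that step. An effect of OsNAR2.1 on their number stays open as untested, since each line has 1 library.

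The numbers of known precursors past 2-fold exceeded what sampling of reads from 1 pooled profile gives, with upper ends of 131, 128 and 125 against 206, 208 and 227, so sampling was not the whole cause. The medians of the draws were 55.8%, 53.4% and 48.0% of the observed numbers. The 97 precursors changed the same way in Ov199 and RNAi also lay above the 71 that the shared NP library allows. A difference between single plants, growth, tissue mixture or library preparation cannot be separated from the lines with 1 library each.

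In 2 known precursors, MIR1882e and MIR5795, Ov199 was nearly without reads while NP and RNAi each had at least 20, and MIR3980a and MIR3980b, which share their reads, were much higher in Ov199. No known precursor met these limits for NP or RNAi, and predicted precursors were not searched in this way. Library depth was argued against, because Ov199 is the deepest library and at the lower rate of the other libraries would have shown at least 124 reads at each. A strain difference between the libraries could not be decided by reads. Among 3793 precursor positions covered by at least 10 reads in all libraries, 0 had an allele near fixed in one library and near absent in another, which leaves deletions and regulatory variants open, so it and an effect of the OsNAR2.1 level cannot be told apart. MIR1882e was higher in RNAi than in NP, and MIR5795 was lower.

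The listed sequence of miR529a had few reads, and the sequence counted for the miRNA was tested as an explanation of its direction. The other exact reads of the same arm had a fold of 2.08 in RNAi against NP, which argues against it for the rise in RNAi, since these reads rose too. For the fall in Ov199 it stays open, since the same reads had a fold of 0.797 with a p of 0.18 in Fisher's exact test. The reads of the opposite arm had folds of 1.30 in Ov199 and 1.82 in RNAi.

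The lower sum of predicted miRNAs in RNAi may come from a few abundant predicted miRNAs. Without the 5 that the paper names, the summed normalized count was 11733.9 in RNAi, 11228.0 in NP and 10355.4 in Ov199. Which of these 5 change through OsNAR2.1 was not tested.

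Reads around chr8-11525 and chr1-37617 formed series of short sequences with a common 3' end. Of the reads over these sequences, 30.8% and 18.3% had the listed 5' end, at percentiles 10.8 and 7.23 of 83 known miRNAs, whose median was 76.6%. By contrast, 99.7% and 88.4% had the listed 3' end. This is consistent with fragments of a longer RNA, which is a hypothesis, since the genome and other RNA classes were not used here. Reads of 15 to 17 nt made up 13.8% in RNAi against 19.5% in NP and 19.8% in Ov199. Without these 2 precursors the shares were 4.89% in RNAi, 5.53% in NP and 5.52% in Ov199, so they held much of the gap, and the part that stayed was still beyond the intervals (4.72 to 5.07% in RNAi and 5.31 to 5.76% in NP).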
